A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Coding and noncoding transcriptomes of NODULIN HOMEOBOX (NDX)-deficient Arabidopsis inflorescence" (2023).

How the data were processed

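Small RNA (sRNA) sequencing was carried out on inflorescence tissue of Arabidopsis thaliana. The 6 libraries were 3 replicates of the wild-type accession Col-0 and 3 replicates of ndx1-4, a line with a T-DNA insertion in the gene NODULIN HOMEOBOX (NDX). The labels gave the genotype and the replicate number of every library, and each replicate was a pool of RNA from several plants.

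The authors removed adapters with Cutadapt, kept reads in the size range of sRNAs and counted them against a published catalogue of Arabidopsis sRNA loci with the sRNAnalyzer pipeline. That pipeline was set to allow several alignments per read, so a read from a repeated sequence could be counted at more than 1 locus. The deposited counts were whole numbers of reads per locus and library, with no normalisation. The authors tested these counts for genotype with DESeq2, and they deposited a log2 fold change (ndx1-4 over Col-0) and an adjusted p-value for each locus. The identifier of each locus carried its chromosome, start, end and a cluster number of the locus catalogue. What each cluster number stands for was stated neither in the paper nor with the counts. The material published with the catalogue was not consulted, so the clusters are used here only as names. The table gave no strand.

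The table held 1633 loci, and the largest adjusted p-value in the authors' deposited table was 0.0500. It was therefore a list of loci selected by the authors on these same libraries, and the loci outside the list were not analysed here. Every test below is a re-test of that selected list. The adjustment for multiple testing covered the listed loci alone, and column totals were totals of the listed loci and not the depth of a library.

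The design fixed in advance asked for the library scale of the authors' full table where the list was selected. This scale was recovered by least squares from the deposited log2 fold changes and counts of the 999 loci with at least 200 counts in every library. With the recovered size factors, the log2 ratio of mean normalised counts differed from the log2 fold change in the authors' deposited table by a median of 0.000309 and by at most 0.00498. The size factors were 0.835, 0.809 and 0.915 for Col-0 replicates 1 to 3 and 1.24, 1.38 and 0.947 for ndx1-4 replicates 1 to 3, and their bootstrap SD over 50 resamples of loci was at most 0.00112. A normalised count is the count divided by the size factor of its library.

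Differences between genotypes were tested with the quasi-likelihood test of edgeR (version 4.0.16, R 4.3.3), with genotype as the only term and the recovered scale as library size. Loci were kept by filterByExpr, which left 1626 loci and removed 7. Adjusted p-values are those of this two-sided test with Benjamini-Hochberg adjustment unless another tool is named, and loci with an adjusted p under 0.05 were called. A further count was made of called loci with a fold change above 1.5. Where every library of a genotype had 3 counts or fewer, the fold was computed against a floor of 3 counts and is given as a lower limit. The folds given as limits are of loci with 0 or 1 count in the 3 libraries of the lower genotype together, since the floor leaves little room for counting error at 2 or 3 counts per library. Floors cover counting error only, since the reads carried no molecular identifiers.

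The individual loci named below were chosen by a rule. It took the 5 highest and the 5 lowest fitted log2 fold changes among called loci with a mean of at least 50 normalised counts and no overlap between the replicates of the genotypes. It also took the 2 loci with the highest mean normalised count and any listed locus overlapping NDX or FLC. The report names 1 further locus for its lower limit, and says so there. The rule, the tests, the library scale and the first set of other settings were chosen before the data were examined.

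Coordinates are those of the authors' table, on TAIR10. They were compared with the TAIR10.1 reference: no locus ended beyond its chromosome, and 1 locus ended at the last base of chromosome 1 (30427671). Genes, exons and introns were taken from the RefSeq annotation of that reference. Pericentromeric bins were bins of 500 kb in which protein-coding genes covered less than 0.5 times the median over the bins of the chromosome, and 42 of 240 bins met this condition. An annotation of transposons was not used here, so overlap with protein-coding genes was tested in its place, as the design provided. Abundance and length of higher and lower loci were compared with two-sided permutation tests (100000 resamples), and positions and gene overlap with two-sided Fisher's exact tests. Loci are not independent replicates, and these 4 comparisons formed 1 family for the adjustment. Single values per library were compared with exact permutation tests, which cannot give a p below 0.1 with 3 libraries against 3.

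Near-identical sequence was found by aligning all listed loci to the genome and to each other with blastn (version 2.17.0, at least 95% identity). Loci sharing at least 50 bp were joined into families, so near-identical loci shorter than 50 bp stayed in separate families. A locus counted as free of copies when under 10% of its length had a near-identical match elsewhere, no other listed locus was in its family and no other locus had the same 6 counts. This definition was set after results were seen. Shorter or less similar repeats can still share sRNA reads.

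The fit was tested on simulated counts for 1633 loci, of which 1561 passed the filter. Of 192 tested loci with a seeded change, 99.48% were called, each with the right sign, and 6.373% of all calls had no seeded change. Every seeded change was larger than 1.5-fold, so this does not show how well smaller changes are called. In the data, 805 of the lower loci changed by less than 1.5-fold. Recovery of the scale was tested on 8165 simulated loci, of which 633 of the 958 called loci were used. The largest error of a size factor was 1.81%, and the error of the log2 difference between groups was 0.000108.

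Alternatives covered DESeq2 (version 1.42.0), 3 other library scales, 2 other filters on low counts, a stricter adjusted p, the replicate number as a block and each library left out in turn. For the comparisons of locus classes they also covered other bins, another overlap rule, the authors' own calls and a fold limit. Replicates were checked for duplicated libraries with a chi-square test on the counts. The chi-square per degree of freedom was between 5.51 and 21.4 for the 6 replicate pairs, so no 2 replicates agreed within sampling noise. Statistics outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6.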

Results

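The sRNA content of inflorescence tissue was compared between wild-type Col-0 plants and ndx1-4 plants, with 3 replicate libraries per genotype. NDX is a plant homeobox protein that has been linked to heterochromatin and its small interfering RNAs, and the comparison asked which sRNA loci change in abundance without it. The list of 1633 loci selected by the authors held 2309990, 2276389 and 2553018 counts in Col-0 replicates 1 to 3. It held 2718680, 2935774 and 2162920 counts in ndx1-4 replicates 1 to 3. The 10 most abundant loci took 17.7% to 21.5% of the counts of a library. The loci were 23 to 8134 bp long, with a median of 372 bp. Across loci, the Pearson correlation of log2 normalised counts was 0.988 to 0.994 between replicates of a genotype and 0.824 to 0.838 between libraries of different genotypes.

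In the authors' deposited table, 642 loci were higher and 991 were lower in ndx1-4. In the re-test of the list on the recovered library scale, 1626 loci were tested and all of them passed the threshold, with 638 higher and 988 lower in ndx1-4. The largest adjusted p of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0253. No locus had another direction than in the authors' deposited table. All 3 ndx1-4 libraries lay above all 3 Col-0 libraries at 635 of the higher loci (99.5%), and below them at 955 of the lower loci (96.7%). Chance gives 10% for 3 libraries against 3 at unselected loci, but these loci were listed because they differed between the same libraries, so this separation is largely a result of the selection.

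In this selected list, the higher loci changed more than the lower ones. Their median log2 fold change was 0.71 (quartiles 0.46 and 1.25), against -0.45 (quartiles -0.52 and -0.36) for the lower loci. The higher loci were also less abundant, with a median mean normalised count of 203 against 925. A locus with few counts passes the threshold of the list only with a large fold, so the selection may make part of this difference. The sizes of change were not compared at like abundance. A fold change above 1.5 was seen at 370 higher and 183 lower loci, so 805 of the lower loci and 268 of the higher loci changed by less. The median log2 fold change of the loci tested was -0.32. Counts divided by the recovered size factors summed to fewer reads in each ndx1-4 library than in each Col-0 library.

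The number of lower loci depended on the library scale. On the recovered scale the ndx1-4 libraries were larger than the Col-0 libraries by 0.464 (log2), while the column totals of the listed loci differed by 0.121. TMM over the listed loci moved the median log2 fold change by 0.233 and gave 639 higher and 416 lower loci. Median-of-ratios size factors over the listed loci moved it by 0.243 and gave 640 higher and 365 lower loci. Column totals moved it by 0.345 and gave 640 higher and 115 lower loci. The 638 loci called higher on the recovered scale were called higher on each of these 3 scales, and no locus called lower became a locus called higher. All 3 scales moved the log2 fold changes upward, so the higher loci were bound to keep their direction. No scale that moves them downward was tried, so this does not test the higher loci. A scale computed on a list selected for change is not the scale of a whole library, and the loci outside the list were not analysed here.

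**Figure D1:**
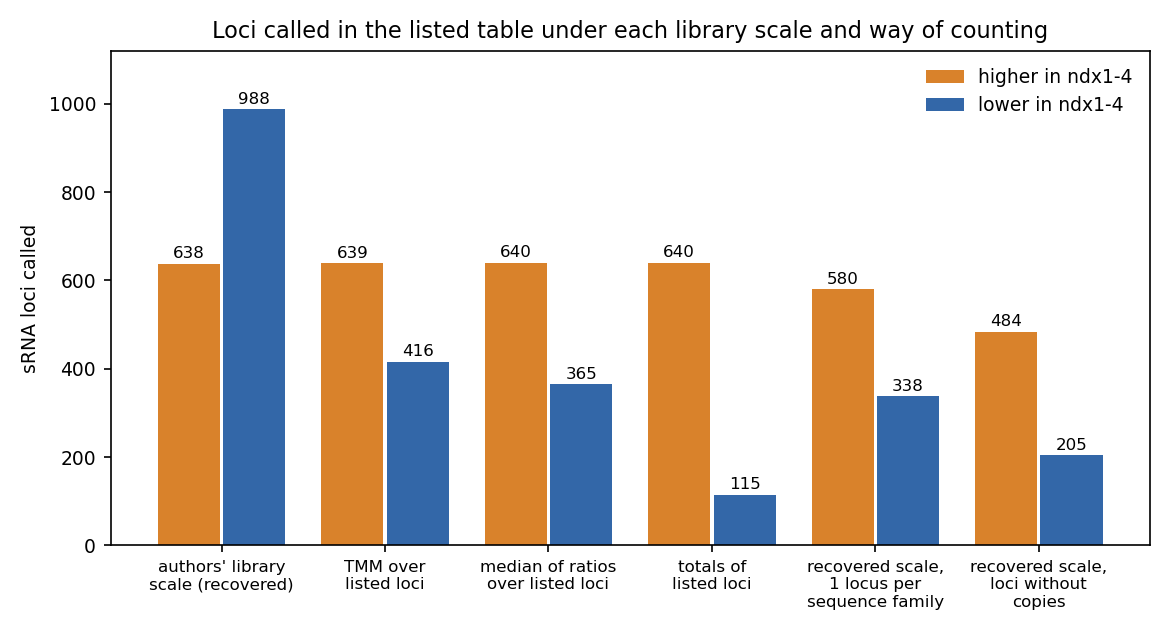
Bars show the number of loci called higher (orange) and lower (blue) in ndx1-4 under 4 library scales, and on the recovered scale with 1 locus per family of near-identical sequence or with copy-free loci alone. The higher bars stay between 484 and 640, while the lower bars run from 988 on the recovered scale to 115 on column totals.

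The 5 loci with the highest fitted fold change had 0 counts in all 3 Col-0 libraries. The first of them, at chromosome 1, 5091759 to 5091918, lies in an intron of AT1G14780 and had 1083, 1211 and 806 counts in ndx1-4 replicates 1 to 3. Its normalised count in ndx1-4 was 867 ± 14.5 (SD, n = 3), at least 246-fold higher than in Col-0 (edgeR adjusted p 2.75e-08). The second, at chromosome 5, 17989388 to 17989520, lies 50 bp from AT5G44590. Its normalised count was 679 ± 50.3 in ndx1-4 (SD, n = 3), at least 193-fold higher. The third, at chromosome 3, 7679587 to 7679941, lies 165 bp from AT3G21800 and was at least 176-fold higher, with 621 ± 62.8 normalised counts. Another locus on chromosome 3, 3063408 to 3063609, overlaps a coding exon of AT3G09960 and was at least 168-fold higher, with 593 ± 53.7 normalised counts. A second locus on chromosome 5, 7185069 to 7185493, overlaps a coding exon of AT5G21125 and was at least 49.5-fold higher, with 175 ± 26.6 normalised counts. Among loci near 0 counts this order depends on the fit, and the order of the lower limits differs. The locus at chromosome 3, 9848192 to 9848400, looked at after its values were seen, had a single count in the 3 Col-0 libraries and was at least 200-fold higher.

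The 5 loci with the lowest fitted fold change were nearly without counts in ndx1-4. The locus at chromosome 1, 18948305 to 18948479, overlaps a coding exon of DEG6 (AT1G51150). It had 268, 277 and 270 counts in Col-0 replicates 1 to 3 and 0 in each ndx1-4 library. Its normalised count in Col-0 was 320 ± 23.7 (SD, n = 3), and it was at least 124-fold lower in ndx1-4 (edgeR adjusted p 1.81e-07). The locus at chromosome 2, 13702419 to 13702541, had 441 ± 48.8 normalised counts in Col-0 and a single count in the 3 ndx1-4 libraries, and was at least 171-fold lower. The loci at chromosome 5, 19829991 to 19830345, and chromosome 1, 9453996 to 9454147, had 0 counts in ndx1-4. They were at least 67.6-fold and 47.0-fold lower, with 175 ± 24.8 and 122 ± 7.85 normalised counts in Col-0. The locus at chromosome 4, 10860343 to 10860548, also had 0 counts in ndx1-4 and was at least 68.6-fold lower. Its Col-0 libraries differed widely, with 98, 293 and 48 counts, which gave 177 ± 163 normalised counts (SD, n = 3; edgeR adjusted p 0.000884). Without Col-0 replicate 2 its lower limit was 32.8-fold. The last 4 of these loci overlap no annotated gene. None of the 10 loci had a near-identical copy in the genome, and none lies in a pericentromeric bin. Here too the order of the fitted values is not that of the lower limits.

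**Figure D2:**
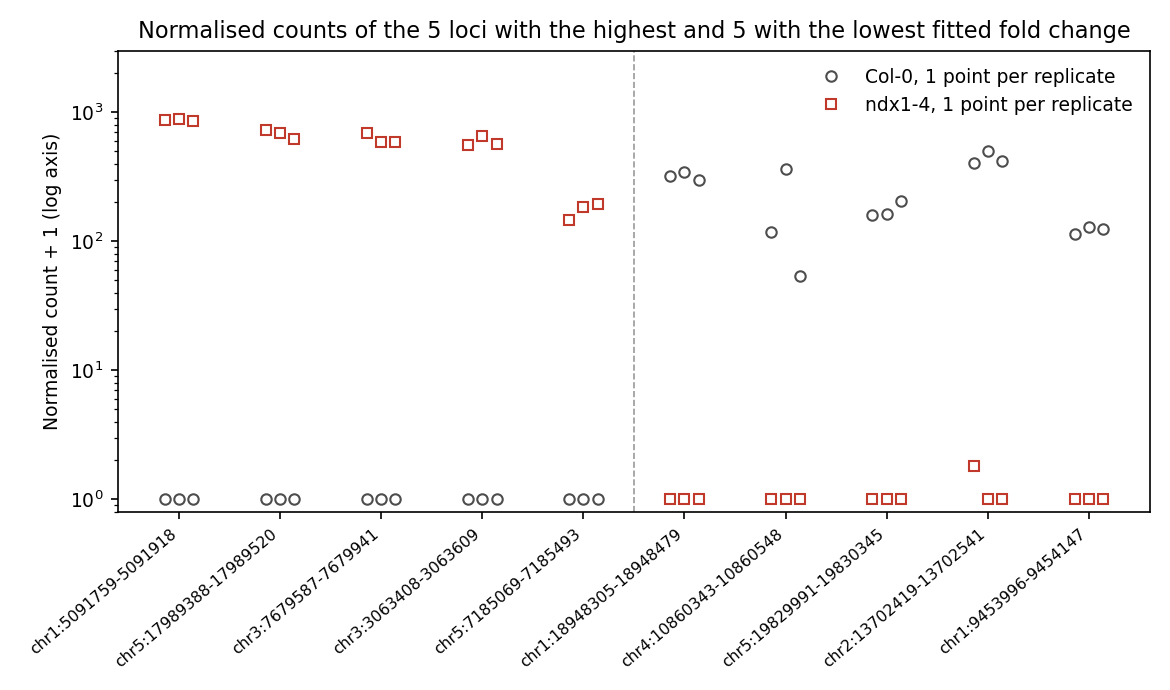
Normalised count plus 1 on a log axis for the 5 loci with the highest fitted fold change (left of the dashed line) and the 5 with the lowest (right). Grey circles are the 3 Col-0 replicates and red squares are the 3 ndx1-4 replicates. At each locus the genotypes do not overlap, and the Col-0 replicates of the chromosome 4 locus are spread the most.

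The 2 most abundant loci cover rRNA genes. The locus at chromosome 3, 14199889 to 14204770, contains AT3G41979 and had 140489 ± 5492.5 normalised counts in Col-0 and 100261 ± 21869 in ndx1-4 (SD, n = 3). Its log2 fold change was -0.49 (SE 0.151) with an edgeR adjusted p of 0.0103. The locus at chromosome 2, 5811 to 10955, contains AT2G01020 and had a log2 fold change of -0.49 (SE 0.150, edgeR adjusted p 0.00992). These loci share near-identical sequence over most of their length, so they are in large part the same reads counted at both places and their separate values are uncertain. On column totals the log2 fold change was -0.15 at each of them, with edgeR adjusted p of 0.309 and 0.299. Without Col-0 replicate 1 the adjusted p of the chromosome 3 locus was 0.0501, and over all alternatives it ranged from 0.000217 to 0.309. No listed locus overlaps NDX (AT4G03090, chromosome 4, 1366053 to 1371557) or the flowering regulator FLC (AT5G10140, chromosome 5, 3173382 to 3179448). The nearest listed loci were 66906 bp and 426232 bp away.

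Higher and lower loci differed in abundance and length. The median mean normalised count was 203 for higher loci and 925 for lower loci, a ratio of 0.219 (permutation test, p 1e-05, the smallest that 100000 resamples can give; adjusted p 1e-05). The share of higher loci fell from 75.5% in the least abundant of 5 equal groups of loci to 3.69% in the most abundant. The median length was 268 bp for higher loci and 498 bp for lower loci, a ratio of 0.538 (permutation test, p 1e-05, again the smallest possible; adjusted p 1e-05). Calls made with TMM or median-of-ratios over the listed loci gave abundance ratios of 0.122 and 0.121 and length ratios of 0.538 and 0.511 (permutation p 1e-05 for each). The abundance difference was smaller among loci without near-identical copies, with a ratio of 0.457. With 1 locus per family sharing 50 bp or 100 bp it was smaller too, with ratios of 0.517 and 0.410 (permutation p 1e-05 for each of the 3). Neither difference held with calls made on column totals, where the ratio was 0.963 for abundance (permutation p 0.758) and 1.11 for length (permutation p 0.295). With a fold change above 1.5 as a condition, the ratio was 0.602 for abundance (permutation p 5e-05) and 0.932 for length (permutation p 0.25).

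Position separated the higher from the lower loci. Of the higher loci, 73 (11.4%) lay in pericentromeric bins, against 646 (65.4%) of the lower loci, a difference of -53.9 percentage points (Fisher's exact test, p 3.7e-111, adjusted p 1.48e-110). The difference was smallest with calls on column totals, at -9.31 percentage points (Fisher's exact test, p 0.00983). It was -12.1 points for loci with a fold change above 1.5 (Fisher's exact test, p 0.000318). With 1 locus per family sharing 50 bp it was -23.0 points (Fisher's exact test, p 5.35e-17). The largest family of near-identical sequence held 489 loci, all lower and 93.7% of them in pericentromeric bins. The test over all loci counts such loci as independent, so its p-value overstates the evidence. Protein-coding genes were overlapped by 152 higher loci (23.8%) and 77 lower loci (7.79%), a difference of 16.0 percentage points (Fisher's exact test, p 3.43e-19, adjusted p 6.86e-19). That difference was 15.8 points with TMM and 0.529 points among loci without near-identical copies (Fisher's exact test, p 1.21e-11 and 0.917).

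**Figure D3:**
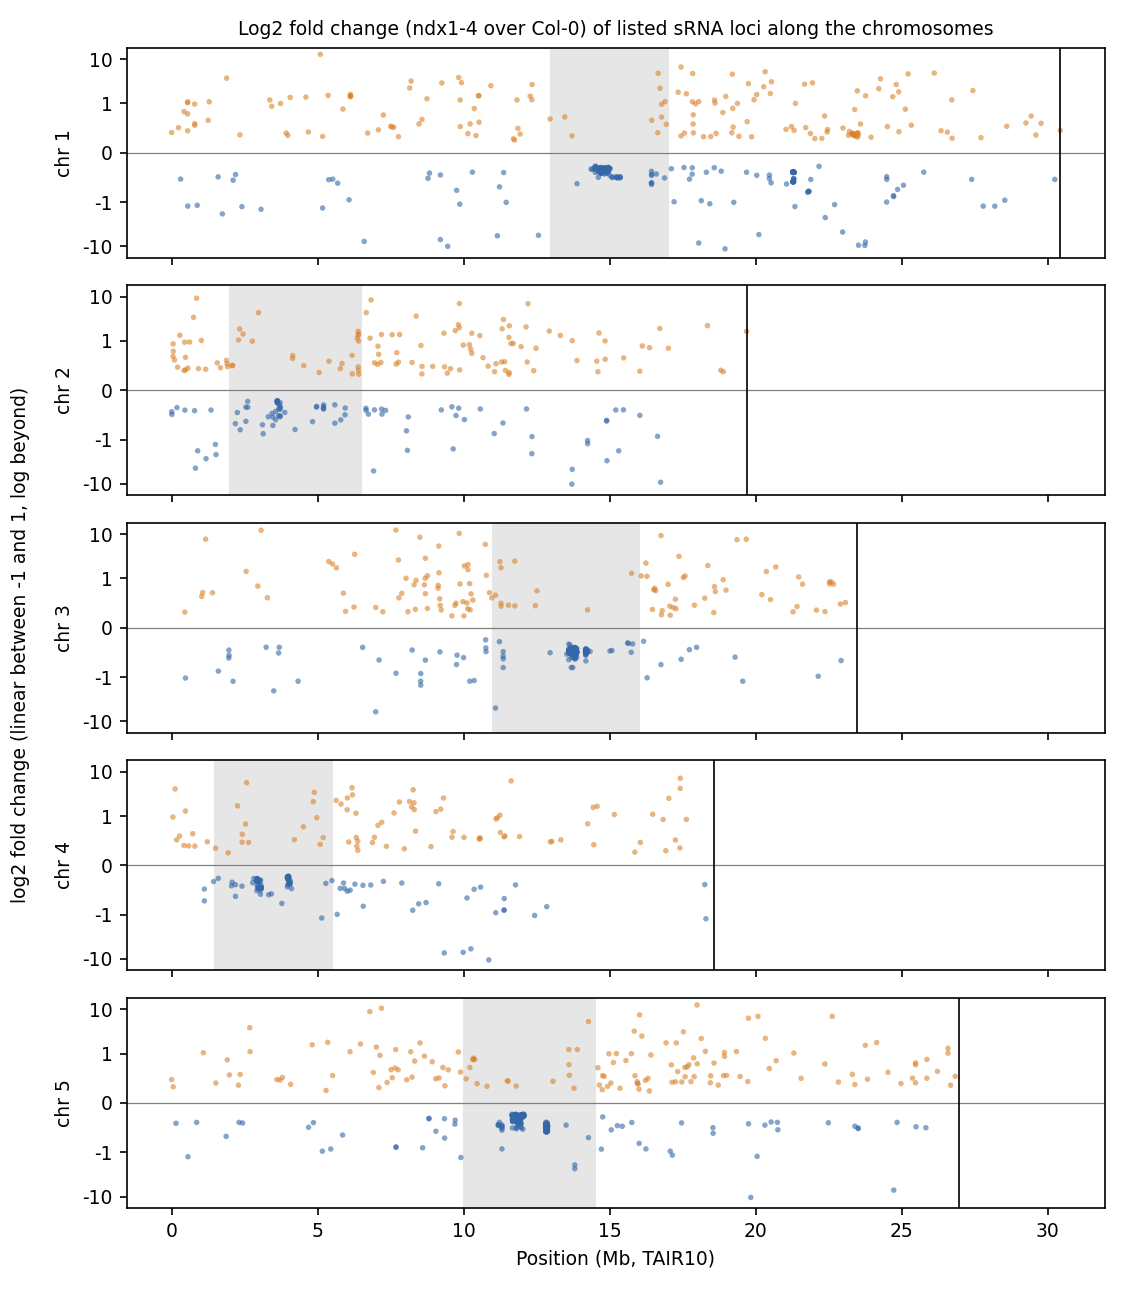
Each point is a tested locus, placed by its position in Mb along chromosomes 1 to 5 and by its log2 fold change (axis linear between -1 and 1, logarithmic beyond). Grey bands run from the first to the last low-gene bin of a chromosome, and the vertical line marks the chromosome end. Blue points (lower in ndx1-4) gather in and near the grey bands, while orange points (higher) are mostly on the arms.

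The cluster numbers of the locus catalogue separated the directions further. All 548 tested loci of cluster 8 were lower, with a median log2 fold change of -0.44 and an SD of 0.10 between loci. These loci took 65.8% of the listed counts, and 88.9% of them lay in pericentromeric bins. In cluster 5, 415 of 526 loci were higher, and the median was 0.54. In cluster 4, 123 of 146 loci were higher, and the median was 0.94. In cluster 7, 52 of 85 loci were higher, with a median of 0.30. The medians of clusters 3, 6 and 9 were -0.54, -0.41 and -0.32. On column totals the median moved to -0.10 for cluster 8, with 15 of its loci called, to -0.07 for cluster 6, to 0.88 for cluster 5 and to 1.28 for cluster 4. Cluster 9 changed sign on that scale, to 0.02. Relative to the Col-0 mean, the median level of cluster 8 was -0.43 ± 0.049 in ndx1-4 (log2, SD, n = 3), and that of cluster 5 was 0.54 ± 0.043. In each of the 7 clusters the 3 ndx1-4 libraries were separate from the 3 Col-0 libraries (exact permutation p 0.1, two-sided, the smallest that 3 against 3 can give). The loci were listed because they differed between these same libraries, so this separation is largely a result of the selection. The spread between ndx1-4 replicates was widest in cluster 3, at -0.56 ± 0.20 (SD, n = 3).

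**Figure D4:**
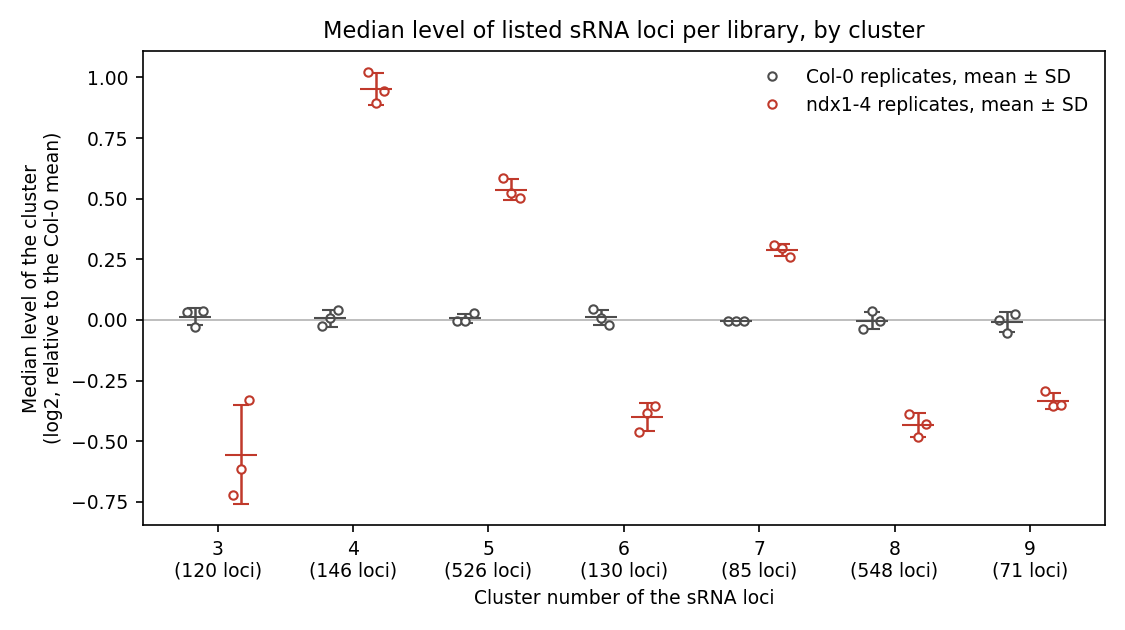
Median log2 level of the tested loci of each cluster in each library, relative to the Col-0 mean, with 3 Col-0 replicates (grey) and 3 ndx1-4 replicates (red), their mean (horizontal mark) and SD (bars). On the recovered scale clusters 4, 5 and 7 lie above Col-0 and clusters 3, 6, 8 and 9 below it, of which cluster 9 lies above it on column totals.

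Loci overlapping structural RNA genes were lower. The 116 loci at tRNA genes were all lower, with a median log2 fold change of -0.40, and no tRNA locus was positive on column totals, where the median was -0.06. They had 83 distinct sets of counts, since near-identical tRNA genes shared reads. The 17 loci at snoRNA genes were all lower, with a median of -0.68, which became -0.34 on column totals. Loci at miRNA genes went both ways, with 5 higher and 6 lower.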

Values the study reported

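The study analysed 16517 sRNA loci and reported 642 of them (3.89%) as upregulated and 991 (6%) as downregulated in ndx1-4 inflorescence. With an absolute fold change above 1.5 as a further condition, it reported 375 upregulated loci (2.27%) and 179 downregulated loci (1.08%).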

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

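Counting near-identical loci once, leaving them out, and repeating the comparisons of locus classes on other library scales were chosen after the data were seen. The other alternatives were planned.

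The number of higher loci stayed within 1.5 times of 638 under each alternative tried, from 484 among loci without near-identical copies to 642 with DESeq2 and with no filter on low counts. DESeq2 on the same scale gave 990 lower loci, no filter gave 991, and at least 10 counts in every library gave 552 higher and 956 lower. An adjusted p under 0.01 left 622 higher and 928 lower. A mean of at least 50 normalised counts left 547 and 955. Across the 6 fits that each left out 1 library, higher loci ranged from 634 to 641 and lower loci from 969 to 990, and the median log2 fold change from -0.338 to -0.281.

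The number of lower loci changed with the library scale. TMM over the listed loci gave 416 lower loci, 585 higher and 99 lower loci above 1.5-fold, and a median log2 fold change of -0.0893. Median-of-ratios over the listed loci gave 365 lower loci, 592 and 95 above 1.5-fold, and a median of -0.0785. Column totals gave 115 lower loci, 639 and 77 above 1.5-fold, and a median of 0.0234. The shift is by construction, since each scale moves all log2 fold changes by nearly one amount and 805 lower loci lay within 1.5-fold. Higher loci made up 39.2% of calls on the recovered scale, 60.6% with TMM, 63.7% with median-of-ratios and 84.8% with column totals. The comparisons of locus classes kept their direction and call with TMM and with median-of-ratios. With calls on column totals, the abundance ratio was 0.963 (permutation p 0.758) and the difference in gene overlap was 4.06 points (Fisher's exact p 0.403). The length ratio was reversed, at 1.11 (permutation p 0.295). The cause was not tested for these 3, beyond the smaller number of lower loci. The scales do not have equal standing. The recovered scale stands for that of the authors' full table, while the other 3 rest only on loci selected for change. The counts needed to check the recovered scale, those of the loci outside the list, were not analysed here.

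Near-identical sequence changed the balance too. With 1 locus per set of identical counts the median log2 fold change was -0.307, with 898 lower loci. With 1 locus per family sharing 50 bp there were 338 lower and 580 higher loci, and the median was 0.427. Families sharing 100 bp gave 412 lower loci and a median of 0.392. Among loci without near-identical copies there were 205 lower loci, 90 of them above 1.5-fold, the median was 0.509 and the gene overlap difference was 0.529 points (Fisher's exact p 0.917). The fall in lower loci follows from counting fewer loci, since lower loci made up 339 families and higher loci 580. With a fold change above 1.5 as a condition, the length ratio was 0.932 (permutation p 0.25) and the gene overlap difference was 5.47 points (Fisher's exact p 0.159), for which the cause was not tested. The pericentromeric difference kept its direction and its side of the threshold under every alternative tried, from -57.4 points (bins under 0.25 times the median gene coverage) to -9.31 points (column totals).

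Replicate numbers did not pair the libraries: the deviations of same-numbered libraries correlated at -0.0183, 0.0772 and -0.158. With the replicate number as a block, 637 loci were higher and 984 lower. For the 12 named loci, 139 other values kept direction and call and 7 kept direction without passing the threshold. Those 7 belong to the 2 rRNA loci: 2 each under TMM, median-of-ratios and column totals, and 1 without Col-0 replicate 1.

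The depth limits the loci near 0. A genotype with 0 counts in 3 libraries was set to the chosen floor of 3 counts in each, so those folds are given only as lower limits.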

Other observations

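The tests of families and copies, of column totals, of clusters 5 and 8 moving apart, of tRNA and snoRNA loci, of near-silent loci against mixed libraries and the NDX insertion, and of the splits of libraries were chosen after the results they bear on were seen.

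Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called loci (1626), the real one, and the 9 others gave 0. The listed loci were selected on the real split, and 10 splits cannot give a share under 0.1, so this says little about chance.

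More lower than higher loci does not mean that more separate sequences fell. The largest family of near-identical sequence held 489 listed loci, all of them lower, with a median log2 fold change of -0.45 and 93.7% of them in pericentromeric bins. With 1 locus per family sharing 50 bp, 338 lower loci stood against 580 higher ones. Loci shorter than 50 bp are never joined, so the 338 still counts some near-identical short loci more than once. The surplus of lower loci may therefore come from reads counted at several near-identical loci. The list also held 80 sets of 2 or more loci with identical counts in all 6 libraries, 173 loci in all.

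The position of higher and lower loci was set against 4 technical explanations. The odds ratio of lying in a pericentromeric bin, higher against lower, was 0.0684 (95% interval 0.0519 to 0.0902). Pooled over 5 groups of loci by abundance it was 0.105 (0.0776 to 0.141), over 5 groups by GC content 0.0932 (0.0698 to 0.124) and over 5 groups by length 0.0849 (0.0640 to 0.113). Among the 689 loci without near-identical copies it was 0.291 (0.192 to 0.441), with 10.7% of 484 higher and 29.3% of 205 lower loci in such bins. Each of these intervals stays under 1, so none of the 4 alone accounts for the pattern, while copies may account for part of it. Apart from that of the loci without copies, the intervals count near-identical loci as independent and are therefore too narrow. A genotype effect that differs between arms and pericentromeres stays open as a hypothesis.

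Cluster 8 fell almost as a block. On column totals its median log2 fold change was -0.0992 with 15 loci called, and its loci make up 65.8% of those totals, so a fall of cluster 8 and a different library scale cannot be told apart from the listed loci. Shared copies are not the whole of it: the 20 cluster 8 loci free of near-identical copies were all lower, with a median of -0.408 (quartiles -0.474 and -0.304). What no common factor per library can change is the gap between clusters. The median level of cluster 5 less that of cluster 8 was 0.00917 ± 0.0438 in Col-0 and 0.968 ± 0.0393 in ndx1-4 (log2, SD, n = 3), a change of 0.959. With 3 libraries against 3 the exact permutation p cannot fall below 0.1. Within the 3 abundance groups where both clusters had at least 20 loci, the smallest difference of their median log2 fold changes was 0.723, so abundance does not account for the gap. Whether cluster 5 rose, cluster 8 fell or both moved depends on the scale. The gap holds for the listed loci, which were selected for change. A genotype effect on the balance of these classes is a hypothesis found and tested on the same data.

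All 116 tRNA and all 17 snoRNA loci were lower, but with no clear distance from cluster 8. Relative to cluster 8, the median level changed by 0.0144 for tRNA loci (SD 0.307 between ndx1-4 libraries) and by -0.252 for snoRNA loci (SD 0.283). Both changes are within that spread, so for either class as a whole a shift of the library scale cannot be told apart from a fall of its own. On column totals 21 tRNA and 4 snoRNA loci were still called lower, so the class medians do not speak for every single locus.

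Cluster 3 differed between ndx1-4 replicates, with median levels of -0.72, -0.62 and -0.33 in replicates 1 to 3. Replicate 3, the nearest to Col-0, might have held Col-0 material. At 17 loci chosen for 3 counts or fewer in ndx1-4 replicates 1 and 2 and at least 20 normalised counts in Col-0, replicate 3 had 0.263% of the Col-0 level, far under the share such a mixture would need. The list was selected on every library, so loci raised in replicate 3 alone may be missing from it. The difference between these replicates stays unexplained, and no biological explanation was tested.

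At 47 tested loci every library of a genotype had 3 counts or fewer, with 28 of these loci near silent in Col-0 and 19 in ndx1-4. Of the 47, 30 belonged to cluster 5, 15 to cluster 4 and 2 to cluster 3, 2 lay in pericentromeric bins and 15 overlapped protein-coding genes. The tables argue against 3 technical explanations. Of these loci, 44 had no near-identical copy. Chosen on the other 2 libraries of a genotype, such loci reached at most 0.989% of the other genotype's level in the library left out, which argues against a mixed or swapped library. This argument is limited, since the list was selected on every library and may lack loci that were raised in a single replicate. A segment linked to the insertion in NDX on chromosome 4 cannot hold them, since 43 lay on other chromosomes and the nearest on chromosome 4 was 8.61 Mb away.

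Other explanations of these 47 loci stay open. They may mark segments or epigenetic states that differ between the Col-0 and ndx1-4 lines without any role of NDX. In one test 23 of them had another within 500 kb, against a median of 21 in 10000 random draws of tested loci outside pericentromeric bins (one-sided p 0.314). Listed loci are themselves crowded in places, so this leaves scattered differences open. Plants within a genotype may also differ. At the 19 loci lost in ndx1-4, the median SD of log2 levels between Col-0 replicates was 0.253 against 0.185 in random lists of like abundance (one-sided p 0.0831, 10000 random lists). At 4 of these 19 the Col-0 replicates differed at least 3-fold, against 2.34% of the other tested loci. These other loci were not matched on abundance, so no conclusion is drawn from that share. At the 28 loci near silent in Col-0, the SD between ndx1-4 replicates did not stand out (one-sided p 0.398). An effect of NDX, a difference between the lines and plants that vary at single loci cannot be told apart with 1 mutant line, and sequences or methylation of both lines were not analysed here.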
